# Low Replicative Stress Triggers Cell-Type Specific Inheritable Advanced Replication Timing

**DOI:** 10.3390/ijms22094959

**Published:** 2021-05-07

**Authors:** Lilas Courtot, Elodie Bournique, Chrystelle Maric, Laure Guitton-Sert, Miguel Madrid-Mencía, Vera Pancaldi, Jean-Charles Cadoret, Jean-Sébastien Hoffmann, Valérie Bergoglio

**Keywords:** DNA replication stress, DNA replication timing, chromatin accessibility, DNA damage

## Abstract

DNA replication timing (RT), reflecting the temporal order of origin activation, is known as a robust and conserved cell-type specific process. Upon low replication stress, the slowing of replication forks induces well-documented RT delays associated to genetic instability, but it can also generate RT advances that are still uncharacterized. In order to characterize these advanced initiation events, we monitored the whole genome RT from six independent human cell lines treated with low doses of aphidicolin. We report that RT advances are cell-type-specific and involve large heterochromatin domains. Importantly, we found that some major late to early RT advances can be inherited by the unstressed next-cellular generation, which is a unique process that correlates with enhanced chromatin accessibility, as well as modified replication origin landscape and gene expression in daughter cells. Collectively, this work highlights how low replication stress may impact cellular identity by RT advances events at a subset of chromosomal domains.

## 1. Introduction

DNA replication is a highly complex process that ensures the accurate duplication of the genome, hence the faithful transmission of genetic material to the cell progeny. DNA replication occurs during S phase through replisome activity, but it requires important upstream regulation during the G1 phase and checkpoints in G2 phase, together with a tight control throughout the process itself. Multicomplex replication machinery performs the coordinated initiation of DNA synthesis at hundreds of replication origins spread throughout the whole length of the genome [1]. Adjacent origins that initiate DNA replication at the same time have been called “replicon clusters” [2], giving rise to chromosomal domains replicating synchronously at given times during the S phase. This coordination of the temporal program of DNA replication, called “replication timing” (RT), allows a complete and faithful duplication of the entire genome before cell division.

The RT program is modified during organism development and cell differentiation [3,4] and is coupled with gene expression, chromatin epigenome, and nuclear 3D compartmentalization [5,6,7,8]. In somatic cells, the RT pattern is very robust through cell generations [8,9,10,11] with early-replicating DNA residing deep within the nucleus that correspond to the A compartment containing active chromatin. The later-replicating regions occur at the nuclear periphery or near the nucleolus [9,12,13] that correspond to the B compartment containing inactive chromatin. Additional complex associations have been highlighted such as the link between early-replicating regions and GC nucleotides enrichment, enhanced gene expression, and active epigenetic marks corresponding to open or euchromatin. Conversely, late-replicating regions tend to be enriched in AT nucleotides, show low gene content, and have heterochromatin repressive epigenetic marks [12,13].

DNA replication stress is defined as the slowing or stalling of the replication fork, resulting in inefficient DNA replication. Many exogenous or endogenous sources of impediment on DNA, as well as pathological perturbations such as oncogene activation, conflicts between DNA replication and transcription, or shortage of nucleotides affect the progression of replication forks, inducing replication stress [14,15,16,17,18]. Experimentally, replication stress can be induced by the specific inhibition of replicative DNA polymerases by treatment with the drug aphidicolin. Notably, low doses of aphidicolin (0.1 to 0.6 µM) are well known to cause the induction of common fragile sites (CFS) expression and the generation of under-replicated DNA that leads to DNA damage transmission [19,20,21,22,23]. CFS are chromosomal regions harboring cancer-related genes [24] that are prone to breakage upon replication stress [25] and whose instability is often observed at the early stages of carcinogenesis [26]. The fragility of these chromosomal regions has been widely studied, revealing incomplete DNA replication before mitosis mainly due to conflicts with large transcription units [27,28,29] and/or origin paucity [30,31]. 

Evidence of aberrant RT in many genetic diseases and cancers suggests that this cellular process is important for genomic stability [32,33,34]. Interestingly, replication stress inducing CFS expression also affects the RT of these specific chromosomal domains [27,29]. The extent to which these RT changes influence the tumor transformation process is still largely unknown. 

The major aim of this study was to explore whether low replication stress differentially affects RT regarding to the cell type. To do so, we characterized and compared the impact of mild replication stress induced by low doses of aphidicolin on four cancer and two non-cancer human cell lines (colon, blood, osteoblast, retina, and lung) (Table S1). Our experiments revealed that a low dose of aphidicolin displays a quantitative and qualitative cell-type-specific impact on the RT, promoting RT delays and RT advances. We demonstrated that the two cancer cell lines RKO and K562 share strong RT advances that are poorly enriched in DNA damage signaling histone marks, while being characterized by increases in chromatin accessibility in response to aphidicolin. Finally, in RKO colon cancer cells, we observed that the persistence of RT advances in daughter cells released from replication stress is correlated to modification of chromatin loop size and pre-replication complex (pre-RC) loading in G1. Altogether, our results indicate that low replication stress leads to cell type-specific RT modifications and reveal that strong RT advances characterize cells with higher chromatin flexibility through the modification of the DNA replication program and expression of specific cancer-related genes. 

## 2. Results

### 2.1. Low Replication Stress Induces Cell-Type Replication Timing Changes

In this study, we used six well-characterized cell lines that are common models (HCT116, RKO, U2OS, K562, MRC5-N, and RPE-1) and differ in tissue origin, tumorigenicity, differentiation stage, and molecular characteristics such as oncogene expression, genetic instability type, and telomere maintenance mechanisms (Table S1). In order to evaluate cellular responses to mild replication stress, we treated cells with 0.2 µM aphidicolin and DMSO as a control. Aphidicolin treatment induces a low level of Chk1 phosphorylation on serine 345 compared to acute HU treatment, and we noticed that MRC5-N and RPE-1 cells have the lowest P-Chk1 induction (Figure S1A,B). The duration of treatment was adapted to each cell line in order to treat a maximum of S-phase cells for a single generation (Table S2 and Figure S1C). For this purpose, BrdU has been incorporated during APH treatment in order to follow S-phase treated cells in the subsequent cell cycle phases by cytometry (Supplemental Materials and Methods). To be assured that cells were treated during one S-phase only, the APH treatment duration was adapted so only few BrdU-positive cells reach G1-phase (Figure S1C). This treatment induces an accumulation of cells in S-phase without cell cycle arrest, allowing us to perform the RT experiments (Figure S1D,E). 

To study RT under low replication stress, BrdU was added to the culture medium before cell sorting into Early (S1) and Late S-phase (S2) fractions, and the neo-synthesized DNA was hybridized on human whole genome microarrays, as previously described [35,36,37]. RT differential analyses were performed on biological replicate experiments using the START-R suite software [38] and only significant modifications between aphidicolin and control condition were retained (Figure 1A and Figure S2). As mentioned by Hadjadj et al., the START-R suite detects constant timing regions (CTR) but also it identifies temporal transition regions (TTR) and allows robust statistical analysis to detect differences between two experiments. For these experiments, after normalization done by START-R, we apply the mean method with a *p*-value < 0.05 to significantly detect the disturbs in the replication timing between two conditions.

We calculated the genome-wide percentage of altered RT in the different cell lines in response to aphidicolin treatment (Figure 1B). We first noticed that normal RPE-1 and MRC5-N cells were the least impacted with respectively 1.54% and 2.01% of the genome undergoing RT alterations, while the RT in the four cancerous cells was globally more affected by low replication stress (3.09–6.62%). Analysis of the aphidicolin-RT-impacted loci (aRTIL) led to the identification of regions with significant RT delays (DEL aRTIL) and RT advances (ADV aRTIL). As previously reported in immortalized human foreskin fibroblasts (BJ-hTERT) and immortalized human B lymphocytes [27,29] we found that DEL aRTIL represent the majority (77%) of impacted loci in hTERT-immortalized retinal pigment epithelial cell line (RPE-1 hTERT) but also in the colon cancer cell line HCT116 cells (Figure 1C). An equal proportion between DEL and ADV aRTIL was observed in the embryonic lung cells MRC5-N (Figure 1C). Interestingly, in the osteosarcoma U2OS cells, in the K562 leukemic cells, and especially in colon cancer RKO cells, a higher proportion of ADV aRTIL was identified (Figure 1C). We noticed a considerable shift from late to early S-phase in large genomic regions of RKO cells and, to a lesser extent, in K562 cell lines (Figure 1D and Figure S2A,B). To confirm that RT advances were not experimental artefacts, we validated three ADV aRTIL by BrdU-ChIP-qPCR approach in the RKO cell line, confirming that the identified advanced domains are replicated significantly earlier (relative to BrdU incorporation) upon aphidicolin treatment (Figure S3, Table S3 and Supplemental Materials and Methods). We also confirmed that unmodified early and late RT domains were mostly replicated in their respective early-S and late-S fractions, without significant difference between untreated and aphidicolin-treated conditions (Figure S3). Overall, this whole genome RT differential analysis indicates that depending on the cell type, RT is differentially impacted by replication stress in both a quantitative and qualitative manner. 

#### 2.1.1. Genomic and Epigenomic Characterization of aRTIL

We first noticed that ADV aRTIL are normally replicated later than DEL aRTIL in all six cell lines and that ADV aRTIL from RKO and K562 are replicated even later than those of other lineages (Figure 2A). Furthermore, analysis of other genomic parameters such as aRTIL size (Figure 2B), GC content (Figure 2C), origin coverage (Figure S4A), and gene coverage (Figure S4B) show that RKO and K562 advanced domain share genomic features, which are distinct from ADV aRTIL of the other cell lines and from DEL aRTIL. Using available ENCODE ChIP-seq data in K562 and HCT116 (Table S4), we further demonstrated that epigenomic features of ADV aRTIL of K562 are closely related to late replicated domains while ADV aRTIL from HCT116 are characterized by mid S-phase histone mark patterns (Figure 2D and Figure S4C). The singularity of ADV aRTIL features found in RKO and K562 led us to analyze if these domains could be shared by these two cell lines. Overlaps of ADV and DEL aRTIL in the six cell lines were compared to randomized genomic regions using Jaccard index, which is a statistic used for gauging the similarity and diversity of sample sets. The results presented in Figure 2E top and Figure S4D show that DEL aRTIL are non-randomly shared between all the cell lines, excepted the K562, in which DEL aRTIL seem to be more cell type specific. For ADV aRTIL we identified a significant overlap between RKO and K562 ADV aRTIL compared to random (Figure 2E bottom and Figure S4D). To a lesser extent, we also noticed significant overlap between MRC5-N and U2OS ADV aRTIL, while in HCT116 and RPE-1 cell lines, these latest are more cell type specific (Figure 2E bottom).

#### 2.1.2. ADV aRTIL Are Related to CFS but Not Enriched in DNA Damage Signaling Histone Marks

Given that CFS are the most sensitive chromosomal regions to replication stress and that RT delays have been described in these fragile loci, we wondered if aRTIL overlap with CFS. To answer this question, we analyzed the intersection between aRTIL and 59 CFS mapped by conventional cytogenetics in several cell types [27]. First, we found 22 to 44% of the 59 CFS analyzed harboring RT alterations under aphidicolin treatment (Figure 3A). Non-random overlap of DEL aRTIL and ADV aRTIL with CFS was investigated. Quite surprisingly, the most important overlap with CFS was observed for RKO and K562 ADV aRTIL (Figure 3B), while overlaps between DEL aRTIL and CFS are comparable to random (Figure S5A). This result indicates that even if some DEL aRTIL intersect with CFS, there is no significant enrichment. Nevertheless, when we quantified large genes (>400 kb) coverage, that were generally associated to CFS [27,28,29,31,39], we observed that large genes are exclusively associated to DEL aRTIL in HCT116, MRC5-N, and RPE-1 cells (Figure S5B), while they are also identified in ADV aRTIL from RKO, K562, and U20S cells (Figure S5B). In addition, we cannot exclude the possibility that we missed some delays in the CFS. Indeed, the late S phase fraction (S2) does not cover the G2 phase, so we did not analyze cells with under-replicated CFS, which have been described to have a delayed RT in response to aphidicolin [30]. Overall, our results do not allow us to firmly conclude on the association of DEL aRTIL with CFS, but we have demonstrated that CFS can harbor RT advances in RKO and K562 cell lines. 

It has been recently reported that macroH2A1.2, a variant from the canonical H2A [40], having roles both in replication stress response and in cell fate decisions [41,42,43,44], is more abundant at recurrent fragile sites targeted by γ-H2AX in response to aphidicolin treatment [45]. Using available ChIP-seq data, we analyzed the coverage of histone variants γ-H2AX and mH2A1.2 in K562 with or without aphidicolin treatment (Table S4). As we did for epigenomic marks, we compared DEL aRTIL coverage with early, mid, and late S-phase regions. We confirm that without aphidicolin, early-S regions are the most enriched in γ-H2AX and mH2A1.2 histone variants (Figure 3C,D) [46]. As expected, aphidicolin induces a significant increase in γ-H2AX and mH2A1.2 in most genomic regions. Interestingly, aphidicolin treatment does not modify the coverage of γ-H2AX and mH2A1.2 within ADV aRTIL (Figure 3C,D and Figure S5C). This suggests that in K562 RT, advances could be protective against DNA damages. 

Collectively, these data demonstrate that the level and the type (ADV or DEL) of RT modifications in response to mild replication stress depend on the cell line. We revealed a specific ADV aRTIL signature in response to replication stress in RKO and K562 cell lines, which is characterized by late replicating genomic and epigenomic features, CFS enrichment, and no scars of DNA damage under aphidicolin treatment.

### 2.2. ADV aRTIL Can Be Transmitted to Daughter Cells

It was described that RT is a robust process maintained during successive cell cycles in order to ensure cell identity. RT changes have been observed during development in association with gene expression modification relative to cellular differentiation [3,9,10].

We first wondered if RT changes under replication stress in mother cells could be preserved beyond cell division and transmitted to daughter cells. To address this question, we released the six cell lines at the end of the treatment with aphidicolin or DMSO for a determined period of time in each cell line (Table S2 and Figure S6A). To ensure that the RT analysis is strictly derived from unstressed S-phase daughter cells (N + 1), we monitored that mother-treated cells, identified by EdU incorporation at the end of treatment, exit the S-phase during the release and that a maximum of daughter cells reached the subsequent S-phase after the release (Figure S6A and Supplemental Materials and Methods). DNA replication timing results indicate that DEL and ADV aRTIL observed in mother cells were no longer detected in the next cell generation of K562, HCT116, U2OS, MRC5-N, and RPE1 (Figure 4A). Strikingly, in RKO cells, while DEL aRTIL returned to normal RT, the majority (28 of 49, 57%) of the strongest and largest ADV aRTIL detected in T0 mother cells were transmitted to the next cell generation, albeit with lower amplitude (Figure 4B and Figure S6B). As in mother cells, these replication timing advances were validated by BrdU-ChIP-qPCR (Figure S7A, Table S3 and Supplemental Materials and Methods). These results indicate that while the majority of the RT modifications within aRTIL are reversible and tend to be eliminated through mitosis, severe ADV aRTIL can be transmitted to the next generation. 

It has been established that RT switches in human cells can be linked to developmental genes expression [3,12,47,48]. Nonetheless, the exact correlation between RT and gene expression is not entirely clear. Indeed, several studies have discovered genomic sequences that do not fit the general correlation between gene expression and RT [49,50,51]. It has been shown beforehand that low replicative stress, comparable to the one we used, has no major impact on the global gene expression [29,52]. However, we checked if in our experimental conditions, aphidicolin would induce specific gene expression regulation during treatment in mother cells and after release in daughter cells. We performed gene-expression profiling by microarray in RKO and RPE-1 cells using the same conditions as for RT analysis. In mother cells, we found that aphidicolin treatment significantly impacts the expression of 14 genes in RKO (Figure 4C) that are mainly associated to a direct stress response induced by aphidicolin (Figure S7B) and seven genes in RPE-1 (Figure 4D). In RKO daughter cells released from the stress, we observed that 20 genes, different from those found at T0, have a significant different level of expression compared to untreated cells (Figure 4E,F), while in RPE-1 cells, the RT and transcription program are not anymore impacted in the daughter cells (Figure 4E). Interestingly, 16 out of 20 genes whose expression are altered in RKO daughter cells have already been described to be associated to cancer development, aggressiveness, and poor prognosis (Table S5). The genes impacted in terms of their expression at T0 and N + 1 are not identical and none of these transcriptionally affected genes fell inside the RKO transmitted ADV aRTIL, which indicates that the transmission of RT and gene expression changes are two distinct consequences of replication stress. 

#### 2.2.1. Aphidicolin Affects the RT-Related Identity of Cells

It has been reported that the RT profile of somatic cells is closely related to the cell type and tissue origin [9,10]. A hierarchical clustering based on RT values in the different cell lines showed that in absence of replication stress, non-cancer cells clustered together (cluster 1) and were separated from cancer cells (cluster 2) (Figure 4G). In cluster 2, we noticed that the replication timing of RKO is closer to HCT116, which is consistent with the fact that they are both colon cancer cell lines with microsatellite instability due to mismatch repair deficiency (MMR-) (Table S1). Upon aphidicolin treatment, the two distinct clusters of cancer and non-tumor cells remain separated. However, inside cluster 2, the relatedness between cancer cells is altered. Indeed, the RT of RKO cells appears to be closer to that of K562 cells (Figure 4H). Overall, this observation indicates firstly that without any replication stress, RT itself can discriminate non-tumor from cancer cells as previously described [53], and secondly, that aphidicolin treatment affects the RT-related identity of RKO cells. 

#### 2.2.2. Aphidicolin Modulates Chromatin Accessibility within RKO ADV aRTIL

Since replication timing and transcription activity are both regulated by chromatin structure, and given that we independently identified ADV aRTIL and modification of expression of specific genes in RKO cells, we decided to analyze the impact of this low replicative stress on chromatin structure. 

We performed the Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq), which is a method for measuring chromatin accessibility genome-wide [54,55]. 

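ATAC-seq uses the Tn5 transposase, which inserts sequencing adapters preferentially where chromatin is accessible, so that the number of fragments recovered at a site follows its accessibility. RKO is a colon cancer cell line, and aphidicolin (APH) inhibits the replicative DNA polymerases. The data are 6 RKO samples, 3 treated with 0.2 µM APH for 16 h and 3 treated with DMSO. Reads were aligned with BWA mem, duplicates were removed, uniquely mapped matched pairs were kept, and alignments were extended to 200 bp at their 3′-ends and assigned to 32-nt bins along the genome. Peaks were called with MACS 2.1.0 without a control file, and those on the ENCODE blacklist were removed. The methods name no shift of the reads to the transposase cutting site. The authors deposited one peak list per sample, so peaks were called in each sample separately. Each list gives the position of every peak and one value, the mean of the signal map over the peak. For peaks and values below 1000, in bp and in signal, the value multiplied by the number of 32-nt bins under the peak was a whole number, within the rounding of the deposited decimals, for 99.992% to 99.999% of the peaks of each sample. The values were therefore not scaled to the size of the library, and the paper's text does not state whether the libraries were first reduced to equal read numbers. The total number of reads per sample is not given by the peak lists, so the depth of each sample is unknown and a difference in depth between samples would pass into the values. The lowest value of any peak lay between 15.1 and 15.5 in all 6 samples. The genome build of the peaks is not named in the methods. Each list holds between 373 and 432 peaks beyond the ends of the GRCh37 chromosomes, and a peak was found within 1 kb of 59.1% to 59.7% of the protein-coding gene starts of GRCh38.p14, against 10.2% to 11.7% of the same starts moved by 50 kb. Positions were therefore read as GRCh38. The samples are the replicates in all comparisons. Single values per sample were compared with a two-sided exact permutation test, in which 3 samples against 3 cannot give a p below 0.1.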

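The 3 DMSO samples had 65865, 77194 and 64511 peaks, a mean of 69190 ± 6965 (SD, n = 3). The 3 APH samples had 79807, 84510 and 70121 peaks, a mean of 78146 ± 7337 (SD, n = 3). The difference of 8956 peaks was of the size of the spread between replicates (exact permutation test, two-sided, p = 0.2), and the DMSO sample with 77194 peaks lay above the APH sample with 70121. The peaks covered 29.7 ± 1.19 Mb of the genome in DMSO and 31.7 ± 1.56 Mb in APH (SD, n = 3). The added peaks were mostly weak. When only the peaks at or above the median value of all peaks of all samples were counted, the difference fell to 1424 peaks (exact permutation test, p = 0.9). Peaks of all samples that overlapped by at least 1 bp were merged into 102784 regions. A peak in at least 1 replicate of both conditions was found in 76511 of these regions, 19045 had a peak in APH only and 7228 in DMSO only. All 3 replicates of APH but fewer than 3 of DMSO had a peak in 8723 regions, and all 3 of DMSO but fewer than 3 of APH in 3622, so these regions can have peaks in the other condition.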

In three independent experiments, we observed a notable increase in the number of ATAC-seq peaks identified in the aphidicolin condition (Figure 5A). In addition, the average peak value analysis that considers the peak value and coverage at different genomic regions reveals a genome-wide effect of aphidicolin treatment on chromatin accessibility (Figure 5B,C). 

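The mean value over all peaks of a sample was 82.2 ± 3.55 in DMSO and 71.2 ± 1.79 in APH (SD, n = 3), in units of the signal map. All 3 APH samples, with means of 69.4, 73.0 and 71.0, lay below all 3 DMSO samples, with means of 78.3, 85.2 and 83.1 (exact permutation test, two-sided, p = 0.1, the smallest p this design allows). The median value per sample was also lower, 47.6 ± 0.880 in APH against 52.4 ± 1.39 in DMSO (SD, n = 3). Over the regions with a peak in all 6 samples, the mean differed by -8.18 in place of -11.0, within the spread between replicates (exact permutation test, p = 0.3). With an equal number of peaks per sample, it differed by -5.28 (exact permutation test, p = 0.6). That setting removes weak peaks mostly from the APH samples.

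**Figure D1:**
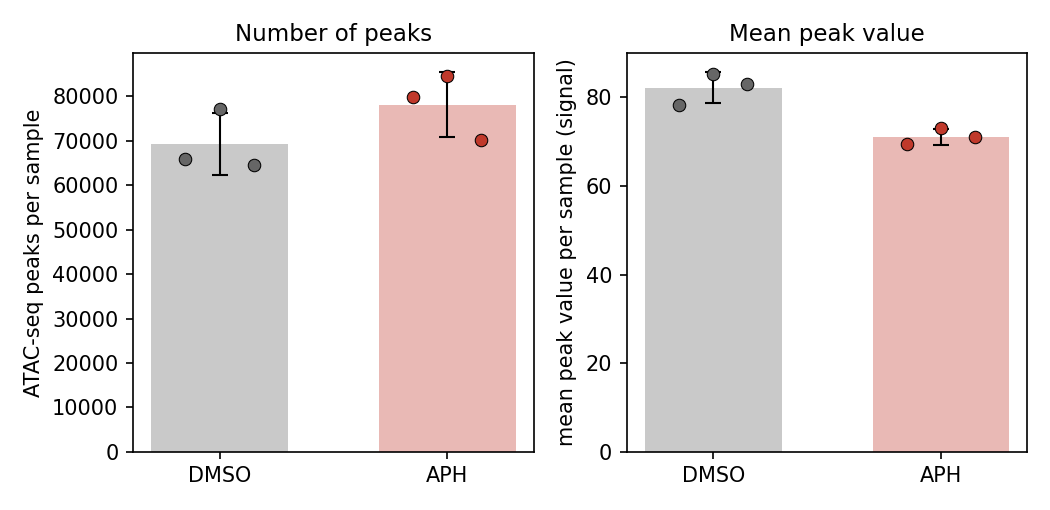
Number of ATAC-seq peaks (left) and mean peak value in units of the signal map (right) in RKO cells treated with DMSO (gray) or APH (red). Bars are means, error bars are SD and each point is 1 of 3 samples per condition, and the peak numbers of the conditions overlap while the mean peak values, 78.3 to 85.2 in DMSO and 69.4 to 73.0 in APH, do not.

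The change depended on the strength of the region, in a comparison that was chosen after seeing the data. Of the 102784 merged regions, 50150 had a peak in all 6 samples. These were ranked by their mean log2 value and divided into 10 groups of 5015 regions. The median log2 change from DMSO to APH was 0.09 in the weakest group and -0.24 in the strongest. The strongest group had on average 10.7 ± 0.552 times the value of the weakest in DMSO and 8.54 ± 0.454 times in APH (SD, n = 3), and the ranges of 10.2 to 11.3 and 8.19 to 9.06 did not overlap (exact permutation test, p = 0.1). This ratio within a sample does not change when all values of the sample are multiplied by 1 factor.

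**Figure D2:**
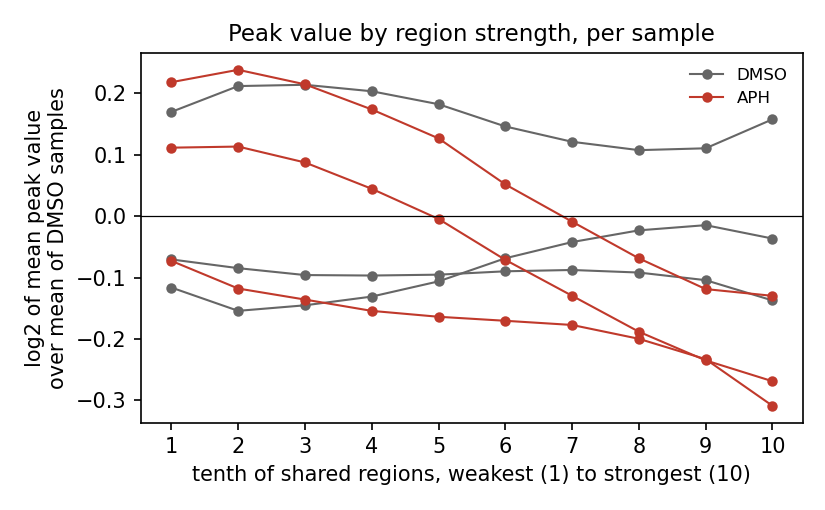
Mean peak value of 10 groups of the 50150 shared regions, from the weakest (1) to the strongest (10), as the log2 ratio to the mean of the 3 DMSO samples. Each line is 1 sample (DMSO gray, APH red), and the lines of the 3 APH samples fall from the weak to the strong regions more than those of the DMSO samples.

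With limma on log2(value + 1), no single shared region passed an adjusted p of 0.05 (Benjamini-Hochberg) in either direction, while 1235 regions were higher and 5062 lower in APH at an unadjusted p below 0.05. This call depended on the model. With the median peak width of each sample as a covariate, 49 regions were higher and 5330 lower at the same adjusted p. This fit was chosen after seeing the data. With the replicate number as a block, a fit planned beforehand, 1021 regions were higher and 5583 lower. The paper does not tie the replicate numbers to its independent experiments, so whether the block is right stays open. The balance of the 2 directions depended on the scaling and on single samples. The regions at an unadjusted p below 0.05 need not be the same under each scaling. Of them, 19.6% were higher in APH with the values as deposited, 38.6% when each sample was centred on its median and 56.2% after quantile normalization. With each sample left out in turn, this percentage ranged from 8.69% (without APH replicate 2) to 44.7% (without DMSO replicate 2). In windows of 1 Mb, no window of 2540 passed the same threshold for its share of the peaks of a sample, with 167 higher and 105 lower in APH at an unadjusted p below 0.05. This balance also depended on the scaling. Relative to the median over windows, 102 were higher and 166 lower. Among 2386 windows with an equal number of peaks per sample, 130 were higher and 146 lower. In this last setting, 7 windows were higher and 2 lower at the adjusted p. Among windows with at least 20 peaks on average, 4 were higher at the adjusted p. None of 2594 windows passed for its mean peak value relative to the sample mean, with 263 higher and 77 lower. With the replicate block, 66 windows were higher and 67 lower in share at the adjusted p. In value, 2 were higher and 4 lower with this block.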

ATAC seq peaks enrichment was not significantly impacted at the whole genome promoters and gene bodies (Figure S8A,B). 

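Peaks were assigned by their midpoint to promoters (within 1 kb of the start of a gene), to gene bodies outside promoters, or to intergenic regions, with the RefSeq genes of GRCh38.p14. One start per gene was used, for the 24309 of 38340 genes whose strand was known, among them 95.4% of the protein-coding genes, so that promoters of the other genes are counted in the 2 other classes. Promoters held 19.0% ± 1.18 of the peaks in DMSO and 17.5% ± 1.25 in APH (SD, n = 3, exact permutation test, two-sided, p = 0.2). Gene bodies held 50.5% ± 0.859 and 51.2% ± 0.783 (SD, n = 3, exact permutation test, p = 0.2), and intergenic regions 30.5% ± 0.327 and 31.3% ± 0.472 (SD, n = 3, exact permutation test, p = 0.2). These differences lay within or near the spread between replicates. The number of promoter peaks was 13093 ± 523 in DMSO and 13619 ± 346 in APH (SD, n = 3, exact permutation test, p = 0.3). The mean value of promoter peaks was 156 ± 7.48 in DMSO and 129 ± 4.60 in APH (SD, n = 3), with no overlap between the conditions (exact permutation test, p = 0.1). In gene bodies it was 66.3 ± 3.45 in DMSO and 60.0 ± 2.24 in APH (SD, n = 3, exact permutation test, p = 0.1). Relative to the mean over all peaks of the same sample, which itself falls when weak peaks are added, promoter peaks were lower in APH by a log2 difference of -0.06, in all 3 APH samples against all 3 DMSO samples (exact permutation test, p = 0.1). Gene body peaks differed by 0.06 in the other direction (exact permutation test, p = 0.2).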

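The coordinates of the ADV aRTIL were not used here. In their place, 2 windows of chromosome 4, from 29 to 36 Mb and from 60 to 66 Mb, were taken well inside the stretches that Figure 1D underlines as ADV aRTIL of RKO cells, so they stand for 2 ADV aRTIL and not for the whole list. The windows were read from the figure by eye with margins of at least 1 Mb at each side, since the figure and the peaks can be on different genome builds. The protein-coding genes PCDH7 and LOC124900844 overlap the first window, and ADGRL3, TECRL, EPHA5 and LOC124900173 the second. No peak of any sample in these windows lay within 1 kb of the start of a gene whose strand was known. The starts of other genes were not examined. Genes here include long noncoding RNA genes beside those named, 29 in the first window and 17 in the second. Peaks inside any of these genes numbered 13.3 ± 3.21 in DMSO and 18.7 ± 3.79 in APH (SD, n = 3, exact permutation test, two-sided, p = 0.3). Their mean value was 35.8 ± 3.22 in DMSO and 32.9 ± 2.24 in APH (SD, n = 3, exact permutation test, p = 0.4). Relative to the mean over all peaks of each sample, the log2 difference was 0.08 in the other direction (exact permutation test, p = 0.4). ADGRL3, the gene with the most peaks, had 6.00 ± 1.00 peaks in DMSO and 8.00 ± 1.00 in APH (SD, n = 3, exact permutation test, p = 0.2), PCDH7 had 2.33 ± 1.15 and 3.00 ± 2.00 (exact permutation test, p = 1.0), EPHA5 had 2.33 ± 0.577 and 2.00 ± 1.00 (exact permutation test, p = 1.0) and TECRL had none. With so few genic peaks per sample, only a change well above the replicate spread was detectable.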

We did not observe significant chromatin accessibility modification for genes within RKO ADV aRTIL (Figure S8D). This result further supports our gene expression data, as only transcriptional changes at specific gene outside aRTIL were observed under aphidicolin treatment in RKO cells (Figure 4D). However, confronting RT and ATAC-seq data, we identified a specific increase of ATAC-seq peaks value within ADV aRTIL and not within DEL aRTIL, early, or late replicating regions (Figure 5B,C and Figure S8C). This result demonstrates that chromatin remodeling induced by aphidicolin occurs within ADV aRTIL intergenic regions independently of the genomic and epigenomic determinants defining early and late RT. 

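In the 2 ADV windows of chromosome 4, the 3 DMSO samples had 39, 52 and 38 peaks and the 3 APH samples 60, 74 and 51, means of 43.0 ± 7.81 and 61.7 ± 11.6 (SD, n = 3, exact permutation test, two-sided, p = 0.2). As a share of all peaks of the sample this was 0.0618% ± 0.00480 in DMSO and 0.0785% ± 0.00795 in APH (SD, n = 3), higher in all 3 APH samples than in all 3 DMSO samples (exact permutation test, p = 0.1). The mean value of these peaks was 33.0 ± 4.10 in DMSO and 31.3 ± 2.11 in APH (SD, n = 3), a difference within the spread between replicates (exact permutation test, p = 0.6), and without DMSO replicate 2 the mean in DMSO was 30.8, below that in APH. Since the mean over all peaks fell in APH, the same values relative to that mean differed in the other direction, with a log2 ratio of -1.32 ± 0.153 in DMSO and -1.19 ± 0.0919 in APH (SD, n = 3, exact permutation test, p = 0.2). The peaks of the windows covered 13.2 ± 2.45 kb in DMSO and 18.4 ± 3.43 kb in APH (SD, n = 3, exact permutation test, p = 0.2), and the value of each peak times its length, summed over the windows and computed after seeing the data, was 477 ± 150 and 621 ± 156 (value × kb, SD, n = 3, exact permutation test, p = 0.3), higher in APH and within the spread between replicates. Of the 97 merged regions in the windows, 37 had a peak in APH only, 6 in DMSO only and 54 in both conditions. The 26 regions with a peak in all 6 samples changed by a median log2 value of 0.06, larger than in 50.6% of 10000 sets of regions of the same level drawn from the whole genome, a comparison chosen after seeing the data.
Stretches of chromosome 4 that Figure 1D shows as late replicating without change, from 21 to 24 Mb and from 43 to 47 Mb, were measured in the same way. Their share of peaks was 0.0695% ± 0.00512 in DMSO and 0.0753% ± 0.00517 in APH (SD, n = 3, exact permutation test, p = 0.2). The mean peak value was 40.9 ± 2.62 and 37.5 ± 3.62 (SD, n = 3, exact permutation test, p = 0.2), and relative to all peaks the log2 ratio was -1.01 ± 0.116 and -0.93 ± 0.129 (SD, n = 3, exact permutation test, p = 0.5). The difference between the ADV and the late windows was not itself tested. DEL aRTIL and early replicating regions were not analysed here.
Each ADV window was also set against the 200 of 474 windows of 6 Mb of the genome that were closest to it in peak number. So few windows have as few peaks that the same 200 windows were closest to both, with 0.306 to 19.9 peaks per Mb beside 3.50 and 4.64 in the ADV windows. The gain in peak share from DMSO to APH, 0.37 (log2) in the window from 29 to 36 Mb and 0.28 in the window from 60 to 66 Mb, was larger than in all 200 and in 199 of these windows. With an equal number of peaks per sample, a setting chosen after seeing the data that removes weak peaks mostly from the APH samples, in the ADV and the matched windows alike, the changes of -0.30 and 0.02 (log2) were larger than in 5% and 87.5% of the windows. For the mean peak value relative to all peaks, the changes of 0.05 and 0.20 (log2) were larger than in 62.5% and 97.0% of the windows. The matched windows lie at fixed positions. Among overlapping windows of 6 Mb, examined after seeing the data, some outside the ADV windows gained more peak share than both. These gains were 0.52 on chromosome 5 (22 to 28 Mb), 0.39 on chromosome 4 (131 to 137 Mb) and 0.38 on chromosome 13 (53 to 59 Mb). Whether these are ADV aRTIL was not analysed.

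**Figure D3:**
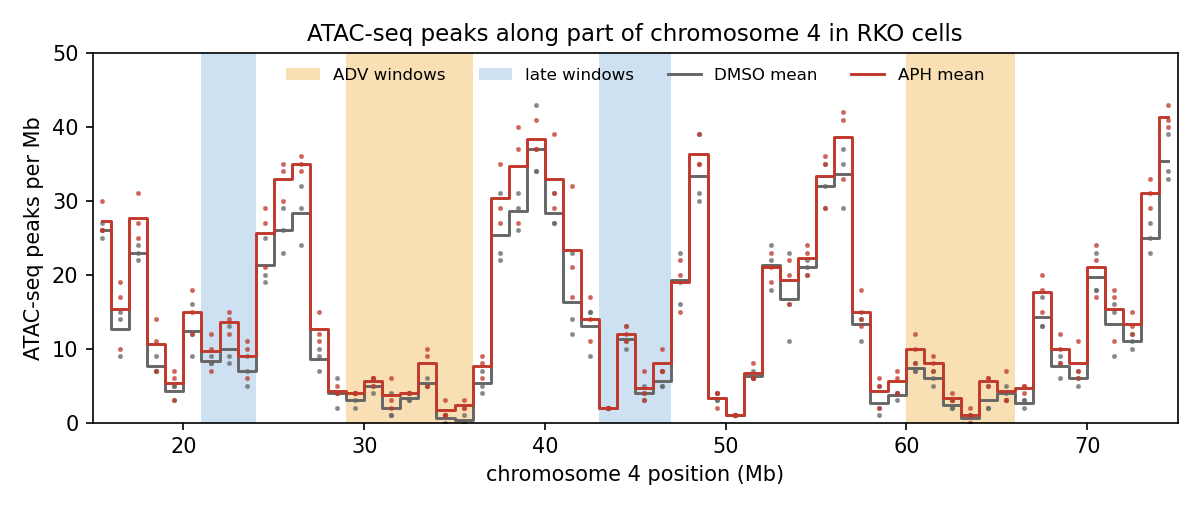
Number of ATAC-seq peaks per Mb along chromosome 4 from 15 to 75 Mb (position in Mb) in RKO cells, as the mean of 3 DMSO samples (gray line) and of 3 APH samples (red line), with each sample as a point. The ADV windows (orange) hold on average 43.0 peaks in DMSO and 61.7 in APH, and the late windows (blue) 48.3 and 59.0.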

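Outside genes, the ADV windows of chromosome 4 held 29.7 ± 4.73 peaks in DMSO and 43.0 ± 8.00 in APH (SD, n = 3, exact permutation test, two-sided, p = 0.2). This was 0.0427% ± 0.00252 of all peaks in DMSO and 0.0547% ± 0.00527 in APH (SD, n = 3, exact permutation test, p = 0.1). The genic share in the same windows was 0.0191% ± 0.00270 and 0.0238% ± 0.00307 (SD, n = 3, exact permutation test, p = 0.2), and whether the intergenic and the genic gain differ was not tested. The mean value of the intergenic peaks was 31.8 ± 4.45 in DMSO and 30.6 ± 2.07 in APH (SD, n = 3, exact permutation test, p = 0.9), and without DMSO replicate 2 it was 29.3 in DMSO, below that in APH. Relative to all peaks of the sample the log2 difference was 0.16, in the other direction, and within the spread between replicates (exact permutation test, p = 0.2). For the genic peaks it was 0.08. With protein-coding genes only, it was 0.12 for intergenic and 0.20 for genic peaks (exact permutation tests, p = 0.4 and 0.2). Which of the differences was larger therefore depended on the gene set. Genome-wide, intergenic peaks had a mean value of 62.3 ± 3.92 in DMSO and 56.8 ± 2.63 in APH (SD, n = 3, exact permutation test, p = 0.2). From the rise of peak values within ADV aRTIL, found neither at genes within ADV aRTIL nor within DEL aRTIL, early or late replicating regions, the paper concludes that the chromatin remodeling by aphidicolin takes place in the intergenic part of ADV aRTIL and does not follow what defines early and late RT.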

RT is faithfully established at the beginning of the G1-phase in each cell cycle, at a precise time named the “timing decision point” or TDP [56,57]. In G1, the RT program setting up is dependent on 3D nuclear replication domains’ organization through chromatin loop formation mediated by the Rif1 protein [58]. Moreover, at the G1/S transition, chromatin loops are also maintained by the transient recruitment of pre-replication complex proteins and active origins to the nuclear matrix (NM) [59,60,61,62]. 

To investigate if the persistence of ADV aRTIL in RKO daughter cells could be linked to changes in the chromatin loop organization in G1-phase, we performed fluorescent DNA halo experiments to evaluate the chromatin loops size in G1/S. We used RKO cells as positive control and RPE-1 cells as negative control. We measured the maximum fluorescence halo radius (MFHR) formed around the nuclear matrix (NM) and noticed a significant shrinkage of DNA loops in the aphidicolin-released RKO cells (Figure 5D,E), while no effect was measured in RPE-1 cells (Figure S8E,F). To test if this reduced halo size correlates with an increase in licensed origins, we quantified the loading of pre-replication complex components onto the chromatin under the same conditions. Our results clearly show an increase of MCM2 and p-MCM2 loading onto the chromatin in G1/S of RKO aphidicolin-released daughter cells (Figure 5F), while this was not the case in RPE-1 cells (Figure S8G). Therefore, the transmission of ADV aRTIL in RKO daughter cells is associated to a decrease in chromatin loop size and an increase in pre-RC proteins loading in G1 phase, predicting greater activation of replication origin in the next S phase.

These results indicate increased chromatin flexibility of RKO cells in response to low replication stress that is correlated to replication program alterations, changes in replicon organization, and modification of specific genes expression in the next cell generation. 

## 3. Discussion

In the present work, we demonstrated that the replication timing program is affected in response to low dose of aphidicolin. In all studied cell lines, RT alterations are qualitatively and quantitatively dependent on the cell type (Figure 1). Interestingly, we demonstrated that normal cells (MRC5-N and RPE-1) are quantitatively less affected by RT modifications than cancer cells. This result could be related to the very low level of P-Chk1 we detected for these cell types in response to aphidicolin treatment (Figure S1A,B). Among cancer cells, RT modifications in response to low replication stress are more heterogeneous. Notably, we observed that RKO and K562 cells lines have a particular aRTIL signature characterized by major ADV aRTIL positioned on large domains. These regions are late replicated and poor in GC, genes, and constitutive replication origins contents (Figure 2). Analyses of RT in daughter cells released from the aphidicolin drug show that the transmission of RT modifications was restricted to the strong ADV aRTIL identified in the RKO cell line. None of the K562 ADV aRTIL were transmitted to the daughter cells (Figure 4). The main difference might lie in ADV aRTIL amplitude differences between the two cell lines. In RKO cells, ADV aRTIL correspond to sharp shifts from late to early RT, while in K562, the shift is less pronounced, leading to late to mid/late RT. As RT is related to A/B compartmentalization in such a way that early regions are located in the A compartment and late ones are located in the B compartment [32,63,64], we suggest that the transmission of RT modifications implies a B to A compartment transition of the affected regions.

The nuclear lamina, a meshwork of A- and B-type lamins, participates in the mechanical properties of the nucleus, chromosome architecture, and chromatin dynamics [65,66]. It was recently shown that the lamina controls the RT of late domains called Lamin-Associated Domains [67]. Furthermore, loci involved in late to early RT transitions undergo detachment from the lamina, leading to compartment changes [68], and it was shown that loss of lamin A function increases chromatin dynamics in the nuclear interior [69,70]. Interestingly, we determined that lamin A/C expression is totally abolished at the mRNA and protein levels in RKO cells compared to other cell lines (Figure S9). This observation indicates that chromatin organization is more flexible in RKO cells and could explain why they are more permissive to late to early replication timing transition in response to replication stress. Indeed, we can suggest that ADV aRTIL are already poorly interacting with the nuclear lamina in RKO cells and that aphidicolin treatment completely abolishes this interaction, leading to B to A compartment change. 

The general correlation between RT and gene expression has been the subject of study for a long time with, however, many conflicting results [3,8,51,68,71,72,73,74,75,76,77]. In the present work, we could not directly correlate RT advances with the upregulation of gene expression in response to low replication stress (Figure 4). In our conditions, the aphidicolin treatment is restricted to a single S-phase, and we observed that late to early ADV aRTIL are transient, since their transmission to the daughter cells leads to a decrease in their amplitude. Thus, we suggest that the increase in transcription induced by replication timing advances requires the maintenance of late to early timing changes for more than one cell cycle. It would be interesting to investigate further this point following chronic treatment with a low dose of aphidicolin. Even if RT advances are not directly related to changes in the expression of the genes contained inside aRTIL, we observed that the transmission of ADV aRTIL in RKO is concomitant to significant changes in the expression of specific cancer-related genes in daughter cells. This result suggests that the transmission of RT modifications and gene expression changes can be both induced by the chromatin organization changes after aphidicolin treatment (Figure 5). Thus, we demonstrated that RKO cells display a high flexibility in the chromatin organization, leading to stronger modifications of the replication program, replication origin usage, and gene expression in response to replication stress (Figure 6).

It has been described that the activation of replication stress induces dormant origins within a given S-phase [78,79,80,81,82,83], leading to DNA loop size reduction in the next G1-phase and the persistence of increased replication origins activation in the next S-phase [79]. This result is consistent with our data in RKO daughter cells, in which we still observe RT advances accompanied by a reduction in DNA halo size and an increase in MCMs loading to chromatin at the G1/S transition (Figure 5). This indicates that the RKO next cell generation inherits a perturbed replication program at both the spatial and temporal level. Interestingly, in RPE-1 normal cells, we did not observe this phenomenon, suggesting that these cells are probably less sensitive to this same replication stress, as it was demonstrated by the lower S-phase checkpoint activation (Figure S1A,B) and/or set up of an appropriate mechanism to avoid the inheritance of replication stress-linked problems. 

## 4. Materials and Methods

### 4.1. Cell Lines, Cell Culture, and Drugs

The six human cell lines were purchased from ATCC. Cells were grown in culture medium supplemented with 10% fetal bovine serum (Gibco Life Technologies A31608-02, Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C, 5% CO_2_, and 5% O_2_. HCT116, U2OS, and RKO cell lines were grown in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco Life Technologies 31966021, Thermo Fisher Scientific, Waltham, MA, USA), MRC5-N cell line was grown in Minimum Essential Medium Eagle (MEM-aplha, Gibco Life Technologies 22561021, Thermo Fisher Scientific, Waltham, MA, USA), RPE-1 cell line was grown in Roswell Park Memorial Institute Media (RPMI, Gibco Life Technologies 61870044, Thermo Fisher Scientific, Waltham, MA, USA), and K562 in Iscove Modified Dulbecco Media (IMDM, Gibco Life Technologies 21980032, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with decomplemented serum. Aphidicolin (Sigma-Aldrich AO781-1MG, Sigma-Aldrich, St. Louis, MO, USA) stock solution was diluted in DMSO (Sigma-Aldrich D8418-250mL, Sigma-Aldrich, St. Louis, MO, USA) and kept at −20 °C for a maximum of 2 months after first thawing. Cells were synchronized in G1/S with 0.5 mM L-Mimosine (Sigma-Aldrich M0253, Sigma-Aldrich, St. Louis, MO, USA) for 24 h.

### 4.2. Cell Lysis, Fractionation, and Western Blotting

For whole cell extract, cells were lysed for 30 min on ice with classic lysis buffer (0.3 M NaCl, 1% triton, 50 mM Tris pH7.5, 5 mM EDTA, 1 mM DTT, and 1X Halt protease and phosphatase inhibitor cocktail from Thermo Fisher Scientific 78445, Thermo Fisher Scientific, Waltham, MA, USA). For subcellular fractionation, cells were lysed in Buffer A (HEPES 10 mM pH 7.9, KCl 10 mM, MgCl_2_ 1.5 mM, sucrose 0.34 M, Glycerol 10%, dithiothreitol (DTT) 1 mM, 1X Halt protease and phosphatase inhibitor cocktail) complemented with Triton X-100 0.1% for 5 min on ice. After centrifugation at 1500 rcf, 5 min, 4 °C, the supernatant was clarified by high-speed centrifugation (18,000 rcf, 4 °C, 15 min) to obtain the cytoplasmic fraction. The pellet was washed once with Buffer A and then incubated in Buffer B (EDTA 3.2 mM, DTT 1 mM, Halt protease, and phosphatase inhibitor cocktail) for 30 min on ice. After centrifugation (1700 rcf, 5 min, 4 °C), the supernatant was collected as the soluble nuclear fraction. The pellet (chromatin fraction) was washed once with Buffer B and resuspended in the same buffer. Then, the whole cell extracts and chromatin-enriched fractions were sonicated (10 pulses of 1 s at 40% amplitude with a Sonics Vibra Cell Ultrasonic processor, Sonics & Materials, Inc., Newtown, CT, USA) and Laemmli buffer was added in order to have a final protein concentration of 2 and 0.5 µg/µL, respectively. The detection of pChk1 (S345, Cell signaling 2341, Rabbit, Cell Signaling Technology, Danvers, MA, USA), Chk1 (Santa Cruz sc 8408, Mouse, Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA), Actinin (MBL 05-384, Mouse, MBL International Corporation, Woburn, MA, USA), MCM2 (Abcam ab-4461, Rabbit, Abcam, Cambridge, MA, USA), p-MCM2 S40 (Abcam ab133243, Rabbit, Abcam, Cambridge, MA, USA), ORC2 (MBL M055-3, Mouse, MBL International Corporation, Woburn, MA, USA), histone H3 (Abcam ab1791, Rabbit, Abcam, Cambridge, MA, USA), Lamin A/C (Santa cruz sc-7293, Mouse, Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA), and α-Tubulin (Sigma T5168, Mouse, Sigma-Aldrich, St. Louis, MO, USA) was done by running SDS-page gels, transferring on PVDF membranes, blocking with 5% milk, incubating with primary antibody (in TBS-T, adapted dilutions, Bio-Rad, California, CA, USA) followed by secondary antibody (MBL 70765 Mouse or MBL 70745 Rabbit, MBL International Corporation, Woburn, MA, USA) and finally revealing thanks to ECL (Biorad 170-5161, Bio-Rad, California, CA, USA) under the ChemiDoc imaging system (Bio-Rad, California, CA, USA).

### 4.3. Replication Timing Analysis

Ten to 20 million of exponentially growing mammalian cells (with DMSO (Sigma-Aldrich D8418-250mL, Sigma-Aldrich, St. Louis, MO, USA) or aphidicolin (Sigma-Aldrich AO781-1MG, Sigma-Aldrich, St. Louis, MO, USA) were incubated with 0.5 mM BrdU (Abcam, #142567, Abcam, Cambridge, MA, USA), protected from light, at 37 °C for 90 min. After washing in PBS, cells were fixed in 75% final cold EtOH and stored at −20 °C. BrdU labeled cells were incubated with 80μg/mL Propidium Iodide (Invitrogen, P3566) and with 0.4 mg/mL RNaseA (Roche, 10109169001, Sigma-Aldrich, St. Louis, MO, USA) for 15 min at room temperature and 150,000 cells were sorted in early (S1) and late (S2) S-phase fractions using a Fluorescence Activated Cell Sorting system (FACSAria Fusion, Becton Dickinson, Franklin Lakes, NJ, USA) in Lysis Buffer (50 mM Tris pH = 8, 10 mM EDTA, 0.5% SDS, 300 mM NaCl) and stored at −20 °C until the following steps. DNA from S1 and S2 fractions of sorted cells was extracted using Proteinase K treatment (200 µg/mL, Thermo Scientific, EO0491, Thermo Fisher Scientific, Waltham, MA, USA) followed by phenol-chloroform extraction and sonicated to a size of 500–1000 base pairs (bps), as previously described [37]. Immunoprecipitation was performed using an IP star robot at 4 °C (indirect 200 µL method, SX-8G IP-Star^®^ Compact Automated System, Diagenode, Denville, NJ, USA) with an anti-BrdU antibody (10 μg, purified mouse Anti-BrdU, BD Biosciences, #347580, BD Biosciences, San Jose, CA, USA). Denatured DNA was incubated for 5 h with anti-BrdU antibodies in IP buffer (10 mM Tris pH = 8, 1 mM EDTA, 150 mM NaCl, 0.5% Triton X-100, 7 mM NaOH) followed by an incubation for 5 h with Dynabeads Protein G (Invitrogen, 10004D, Thermo Fisher Scientific, Waltham, MA, USA). Then, beads were washed with Wash Buffer (20 mM Tris pH = 8, 2 mM EDTA, 250 mM NaCl, 1% Triton X-100). Reversion was performed at 37 °C for 2 h with a solution containing 1% SDS, and 0.5 mg Proteinase K was followed, after beads removal, by an incubation at 65 °C for 6 h in the same solution. Immunoprecipitated BrdU-labeled DNA fragments were extracted with phenol-chloroform and precipitated with cold ethanol. Control quantitative PCRs (qPCRs) were performed using oligonucleotides specific of mitochondrial DNA, early (BMP1 gene), or late (DPPA2 gene) replicating regions [10,37]. Whole genome amplification was performed using SeqPlex^tm^ Enhanced DNA Amplification kit as described by the manufacturer (Sigma-Aldrich, SEQXE, Sigma-Aldrich, St. Louis, MO, USA). Amplified DNA was purified using PCR purification product kit as described by the manufacturer (Macherey-Nagel, 740609.50, MACHEREY-NAGEL, Dueren, Germany). DNA amount was measured using a Nanodrop. Quantitative PCRs using the oligonucleotides described above were performed to check whether the ratio between early and late replication regions was still maintained after amplification. Early and late nascent DNA fractions were labeled with Cy3-ULS and Cy5-ULS, respectively, using the ULS arrayCGH labeling Kit (Kreatech, EA-005, Leica Biosystems, Nussloch, Germany). Same amounts of early and late-labeled DNA were loaded on human DNA microarrays (SurePrint G3 Human CGH arrays, Agilent Technologies, G4449A, Agilent Technologies, Santa Clara, CA, USA). Hybridization was performed as previously described [37]. The following day, microarrays were scanned using an Agilent C-scanner with Feature Extraction 9.1 software (Agilent Technologies, Santa Clara, CA, USA). To determine the replication domains and do the comparative analysis in different conditions, the online platform specific for replication timing data START-R [38] was used, with biological duplicates for each condition. The differential analysis between DMSO and APH-treated cells is performed with the START-R suite with a defined *p*-value. The output bed file gave the list of significantly impacted genomic regions (ADVANCED or DELAYED) and the report of number and percentage of genomic regions impacted.

### 4.4. Hierachical Clustering Based on Replication Timing

We performed hierarchical clustering to aggregate cell lines with similar replication timing patterns. To do so, we followed the protocol published by Ryba et al. [84], using the “pvclus” package in R studio, with the code attached in supplemental data (R code for replication timing data clustering).

### 4.5. Genomic Studies of Advanced and Delayed Replication Timing Domains

For each experiment, START-R Analyzer [38] generates segmentation bed files corresponding to early, mid, late, advanced, and delayed replicating domains. All genomic studies were preformed using Galaxy website: https://galaxyproject.org, accessed on 6 May 2021 [85]. Using the chromosomal coordinates of these domains, we calculated their size and generated boxplots. To study the GC content of these domains, we extracted their genomic DNA sequences as a fasta format using the Extract Genomic DNA tools using coordinates from assembled/unassembled genomes and calculated the percentage of GC in each domain using the geecee EMBOSS tool (Version 5.0.0), which calculates fractional GC content of nucleic acid sequences. We collected the data and drew boxplots. The coverage of the different replicating domains with constitutive origins and genes was done with the Coverage tool (Version 1.0.0). Boxplots illustrating differences in these coverages were generated. The constitutive origins file (hg19 genome assembly) was taken from [86] and converted with LiftOver to hg18 genome assembly. The position of genes used for gene coverage came from the UCSC table browser RefSeq Genes database without duplicates and with hg18 genome assembly. 

### 4.6. aRTIL Intersections and Randomization Procedure 

To assess the overlap between aRTIL or between aRTIL and CFS, we used a randomization procedure. For each aRTIL list, we generated 1000 instances of randomized intervals on the mappable fraction of the human genome (hg19) using the bedtools shuffle function. Then, we calculated the Jaccard index between each aRTIL and target region (either other aRTIL or CFS regions) and did the same for the randomizations. We represented the Jaccard index for experimental data and randomization and report the z-score of the Jaccard index (defined by subtracting from each experimental value the mean of randomized values and then dividing by standard deviation of those values).

### 4.7. Gene Expression Microarrays

Exponentially growing cells (with DMSO or aphidicolin, Sigma-Aldrich, St. Louis, MO, USA) were harvested and RNAs were extracted with an RNeasy plus mini kit (QIAGEN Sciences Inc, Germantown, MD, USA). RNAs quality and quantity were controlled using Nanodrop ND-1000 and Bioanalyzer 2100 Expert from Agilent. cDNAs were prepared according to the standard ThermoFisher protocol from 100 ng total RNA (GeneChip™ WT PLUS Reagent Kit Manual Target Preparation for GeneChip™ Whole Transcript (WT) Expression Arrays User Guide, Thermo Fisher Scientific, Waltham, MA, USA). Following fragmentation, 5.5 µg of single-stranded cDNA were hybridized on Human Clariom S Arrays in GeneChip Hybridization Oven 645 for 16 hr at 45 °C. The arrays were washed and stained in the Affymetrix Fluidics Station 450. Arrays were scanned using the GeneChip Scanner GC3000 7G, and images were analyzed using Command Console software to obtain the raw data (values of fluorescent intensity). The data were analyzed with TAC (Transcriptome Analysis Console, version 4.0.2.15) from Thermo Fisher Scientific (Waltham, MA, USA). Microarrays were normalized with the “Robust Multichip Analysis” (SST-RMA) method. Statistical analysis allowed tagging of genes according to the fold change (FC) and the *p*-value adjusted together with ANOVA and Benjamini–Hochberg correction.

### 4.8. ATAC-seq

A total of 100,000 exponentially growing RKO cells were trypsinized, washed in PBS, and treated with 1:100 volume of RNase-free DNase (QIAGEN Sciences Inc., Germantown, MD, USA) and DMEM media for 30 min at 37 °C in the incubator. Cells were trypsynized, washed in PBS, and resuspended in 500 μL of ice-cold cryopreservation solution (50% FBS, 40% DMEM, 10% DMSO), transferred into a 2 mL cryotubes, and frozen in a pre-chilled Mr. Frosty container at −80 °C overnight or more before sending to Active Motif to perform ATAC-seq assay. Then, the cells were thawed in a 37 °C water bath, pelleted, washed with cold PBS, and tagmented as previously described [87], with some modifications based on [88]. Briefly, cell pellets were resuspended in lysis buffer, pelleted, and tagmented using the enzyme and buffer provided in the Nextera Library Prep Kit (Illumina, San Diego, CA, USA). Then, tagmented DNA was purified using the MinElute PCR purification kit (QIAGEN Sciences Inc, Germantown, MD, USA), amplified with 10 cycles of PCR, and purified using Agencourt AMPure SPRI beads (Beckman Coulter, Irving, TX, USA). Resulting material was quantified using the KAPA Library Quantification Kit for Illumina platforms (KAPA Biosystems, Sigma-Aldrich, St. Louis, MO, USA) and sequenced with PE42 sequencing on the NextSeq 500 sequencer (Illumina, San Diego, CA, USA). Analysis of ATAC-seq data was very similar to the analysis of ChIP-Seq data. Reads were aligned using the BWA algorithm (mem mode; default settings). Duplicate reads were removed, and only reads mapping as matched pairs and only uniquely mapped reads (mapping quality >= 1) were used for further analysis. Alignments were extended in silico at their 3′-ends to a length of 200 bp and assigned to 32-nt bins along the genome. The resulting histograms (genomic “signal maps”) were stored in bigWig files. Peaks were identified using the MACS 2.1.0 algorithm at a cutoff of *p*-value 1 × 10^−7^, without control file, and with the –nomodel option. Peaks that were on the ENCODE blacklist of known false ChIP-Seq peaks were removed. Signal maps and peak locations were used as input data to Active Motifs proprietary analysis program, which creates Excel tables containing detailed information on sample comparison, peak metrics, peak locations, and gene annotations. To annotate the ATAC-seq peak value and coverage within genomic regions of interest, we used Merge BedGraph and AnnotateBed bedtools functions, respectively [85] (Version 2.29.2). Then, we normalized the three biological replicates values across all genomic regions (Early, Mid, Late, ADV and DEL) by a 2-way ANOVA Sidak’s multiple comparisons test.

### 4.9. Processing ChIP-seq Data from Public Databases

ChIP-seq and pDamID, data were downloaded from the ENCODE, GEO and 4DN projects, respectively (Table S4). The epigenetic marks coverage of each given regions list (Early, Mid, Late, ADV, DEL) was calculated using AnnotatedBed bedtools function [85] (Version 2.29.2). The mean for each epigenetic mark coverage in given regions was calculated to generate clustering tree heatmap based on Pearson correlations with ClustVis software [89].

### 4.10. Fluorescent DNA Halo

A total of 400,000 cells were harvested after synchronization and treated with nuclei buffer (10 mM Tris at pH 8, 3 mM MgCl2, 0.1 M NaCl, 0.3 M sucrose, protease inhibitors) plus 0.5% Nonidet P40 for 5–10 min on ice (depending on cell line). Nuclei were attached to coverslips using cytospin (1500–1800 rpm for 5–10 min, depending on cell line), stained with DAPI (2 mg/mL for 4 min), and immersed in a buffer containing 25 mM Tris (pH 8), 0.5 M NaCl, 0.2 mM MgCl2, 1 mM PMSF, and protease inhibitors for 1 min, then in Halo Buffer (10 mM Tris at pH 8, 2 M NaCl, 10 mM ethylene diamine tetra acetic acid (EDTA), 1 mM DTT, protease inhibitors) for 4 min. After two washing steps with wash buffer 1 (25 mM Tris (pH 8), 0.2 M NaCl, and 0.2 mM MgCl2) for 1 min, and with buffer 2 (buffer 1 without NaCl) for 1 min extracted nuclei were fixed in 2% formaldehyde for 10 min and processed for immunofluorescence. Images containing about 200 halos per condition acquired with a Nikon Ni-E microscope and a DS-Qi2 camera with 64× objective and MFHR (Maximum Fluorescence halo Radius) was measured in Image J software.

## Figures and Tables

**Figure 1:**
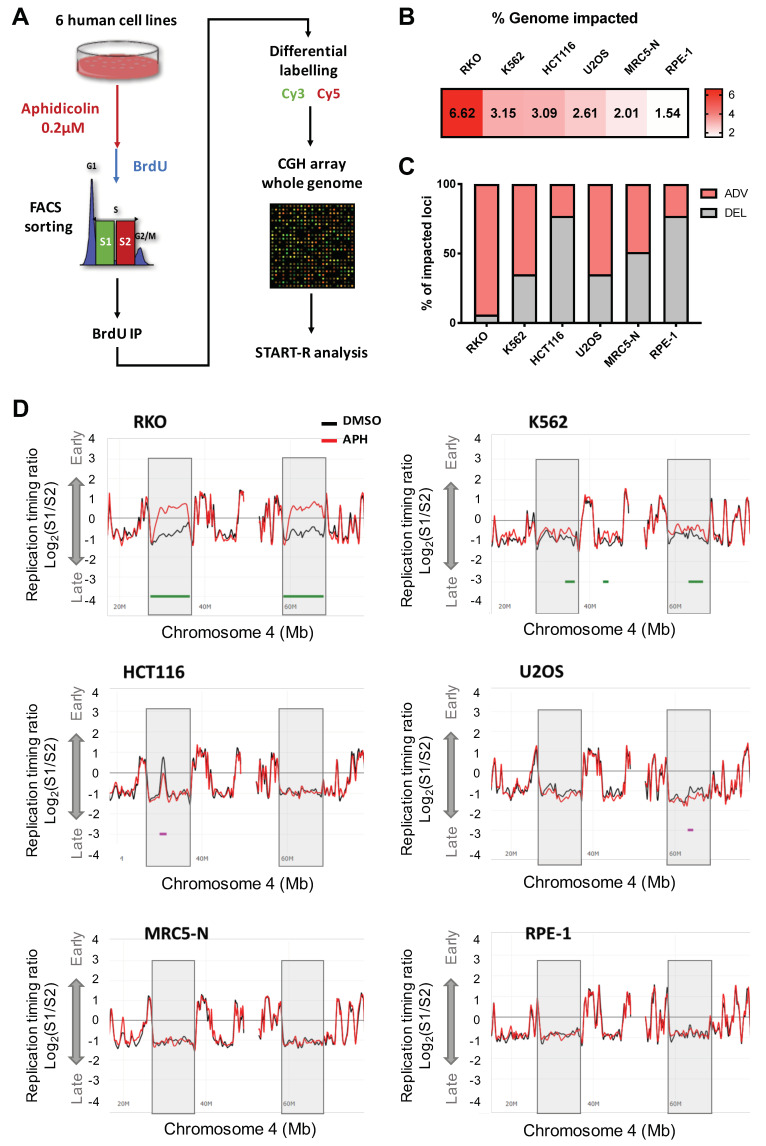
Low replication stress induces cell-type-specific replication timing changes. (**A**) Experimental protocol to assess whole genome-RT. Briefly, cells were treated with 0.2µM APH or DMSO during a time adapted for each cell line (see Table S2), cells were labeled by BrdU during 1 h 30 and FACS sorted into two S-phase fractions (S1 for early S and S2 for late S). Then, DNA from each fraction is immunoprecipitated using a BrdU antibody and immunolabeled with Cy3 (S1) and Cy5 (S2) and then hybridized in whole human genome arrays. (**B**) Heatmap representing the coverage of the RT impacted genome (%) by APH treatment for each cell line. (**C**) Stacked histogram representing the proportion (%) of impacted loci or aRTIL (ADV in light pink and DEL in light gray). (**D**) START-R snapshots of Loess-smooth RT profiles in the same region (Chromosome 4) for the six cell lines. The dark lines correspond to replication timing of control (DMSO) and the red lines are replication timing of APH treated cells. Two regions of interest are highlighted in gray, significant ADV aRTIL are underlined in light green, and DEL aRTIL are in light pink.

**Figure 2:**
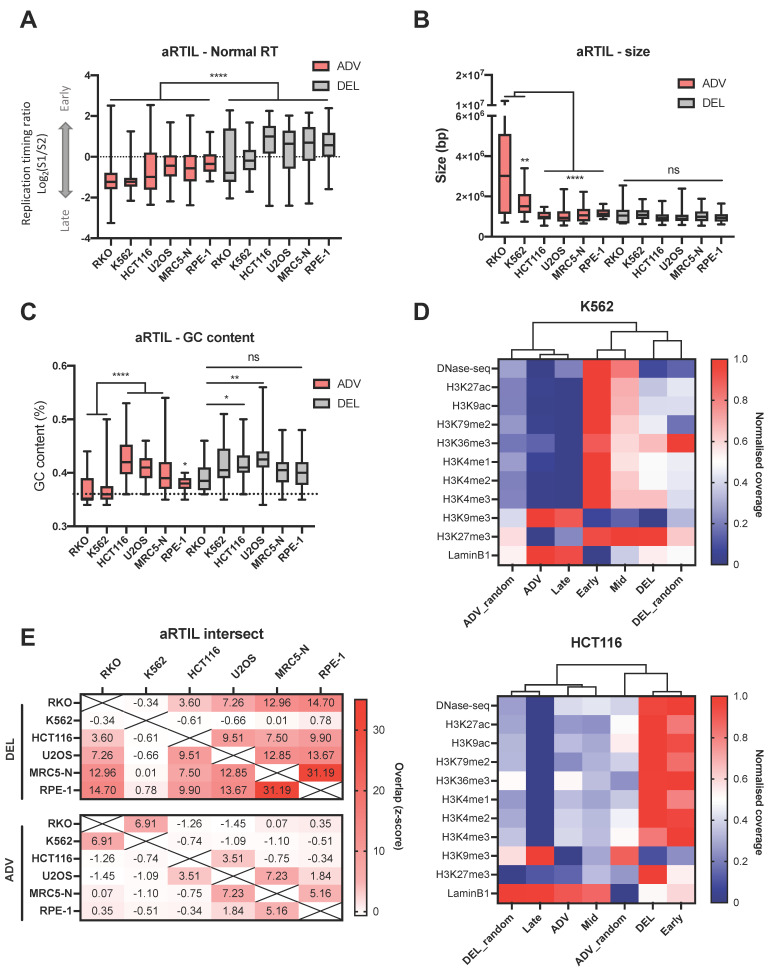
Genomic and epigenomic characteristics of aRTIL. Box and whiskers (min to max) representing (**A**) the normal replication timing (DMSO condition) (**B**) the size and (**C**) the GC content of ADV and DEL aRTIL in the six cell lines. Statistics: Kruskal–Wallis test with Dunn’s multiple comparison: **** *p* < 0.0001, ** *p* < 0.01, * *p* < 0.05, ns *p* > 0.05. (**D**) Heatmap of coverage and clustering trees based on Pearson correlations for epigenetic marks in K562 (top) and HCT116 (bottom) cell lines in different loci (Early, Mid, Late, ADV, DEL, ADV random, and DEL random). The coverage was normalized to have all values between 0 (blue) and 1 (red). (**E**) Heatmap of intersections between ADV and DEL aRTIL in between the six cell lines. Jaccard index was used to measure the intersection, and the z-score between Jaccard for aRTIL list and randomized regions is reported (see method section).

**Figure 3:**
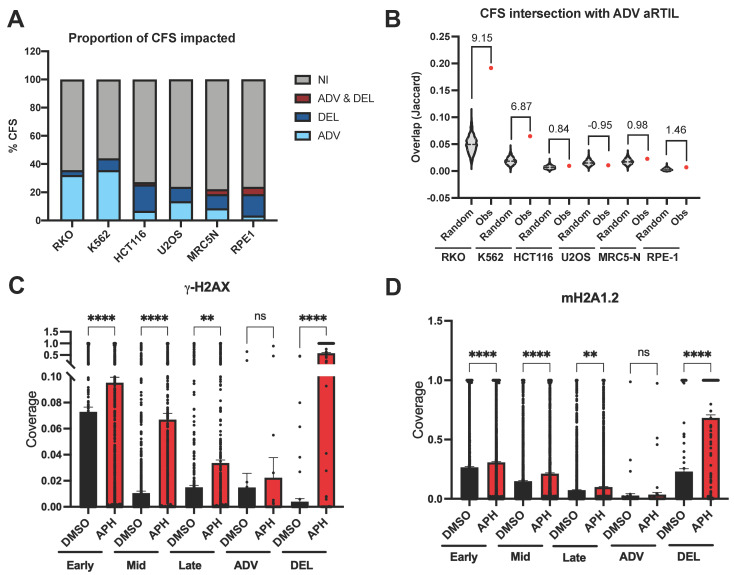
ADV aRTIL are closely related to CFS but are not enriched in DNA damage signaling histone marks. (**A**) Stacked histogram representing the proportion (in %) of CFS impacted by aphidicolin (ADV or DEL). (**B**) Jaccard index for overlap of CFS with observed ADV aRTIL (red) and randomly shuffled regions of equal size (gray). Values of z-score between random and observed Jaccard are indicated as statistics. Scatter plots with bar (SEM) representing the coverage of (**C**) γ-H2AX histone mark and (**D**) mH2A1.2 histone mark (ChIP-seq data for K562 cell line) on early, mid, late, ADV aRTIL, and DEL aRTIL genomic regions in DMSO (black) and APH (red). Statistics: Kruskal–Wallis with Dunn’s multiple comparison: **** *p* < 0.0001, ** *p* < 0.01, ns *p* > 0.05.

**Figure 4:**
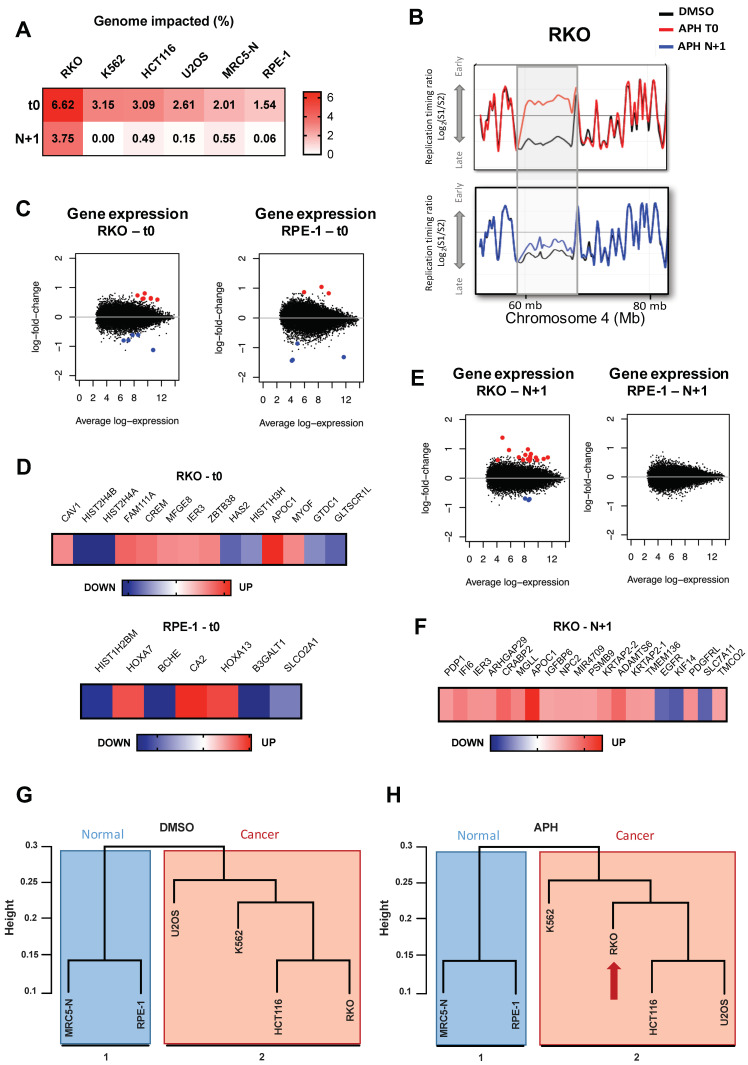
ADV aRTIL can be transmitted to daughter cells. (**A**) Heatmap representing the coverage (in %) of RT impacted genome in mother cells (t0) and released daughter cells (N + 1) for the six cell lines. (**B**) START-R snapshots of Loess-smooth replication timing profiles for the same region (Chromosome 4), in RKO mother (APH t0) and daughter cells (APH N + 1). The dark lines correspond to replication timing of control (DMSO), the red line is replication timing of t0 APH-treated cells, and the blue line is the replication timing of N + 1 daughter cells released from APH treatment. (**C**) Scatterplots for differential gene expression between DMSO and APH treatment from microarray data in RKO (left) and RPE-1 (right) mother cells (t0). Significantly APH UP genes are marked in red and APH DOWN genes are marked in blue. Statistics: ANOVA, Benjamini–Hochberg correction, *FDR* < 0.05. (**D**) Heatmaps with names and color scale based on log2 fold change for the significantly impacted genes in RKO (top) and RPE-1 (bottom) mother cells (t0), APH DOWN, in blue; APH UP, in red. (**E**) Scatterplots for differential gene expression between DMSO and APH treatment from microarray data in RKO (left) and RPE-1 (right) daughter cells (N + 1). Significantly APH UP genes are marked in red and APH DOWN genes are marked in blue. Statistics: ANOVA, Benjamini–Hochberg correction, *FDR* < 0.05. (**F**) Heatmap with names and color scale based on log2 fold change for the significantly impacted genes in RKO daughter cells (N + 1), APH DOWN, in blue; APH UP, in red. Statistics: ANOVA, Benjamini–Hochberg correction, *FDR* < 0.05. Cluster dendrograms aggregating cell lines based on replication timing patterns in (**G**) DMSO and (**H**) APH conditions. Distance: correlation and clustering method: average (see method).

**Figure 5:**
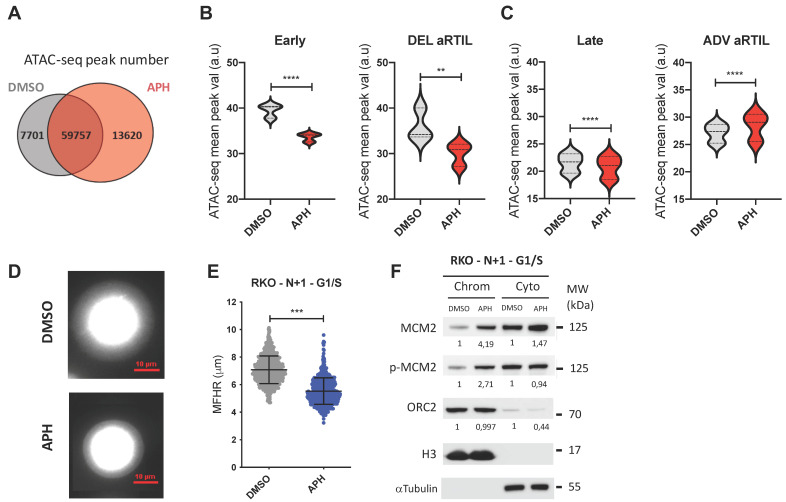
Aphidicolin modulates chromatin accessibility in RKO cells. (**A**) Venn diagram of ATAC-seq peak number for DMSO and APH-treated conditions. (**B**) Violin plots representing the comparison of ATAC-seq peak value within early control regions (left) and DEL aRTIL (right) between DMSO (gray) and APH (red) conditions. Statistics: Wilcoxon matched-pairs signed rank test **** *p* < 0.0001, ** *p* < 0.01. (**C**) Violin plots representing the comparison of ATAC-seq peak value within late control regions (left) and ADV aRTIL (right) between DMSO (gray) and APH (red) conditions. Statistics: Wilcoxon matched-pairs signed rank test **** *p* < 0.0001. (**D**) Visualization (red scale = 10 µm) and (**E**) Quantification of DNA Halo size (MFHR in µm) in RKO G1/S synchronized daughter cells released from DMSO or aphidicolin treatment. Error bars: SD, Statistics (N = 3): Unpaired *t*-test, Welch’s correction *** *p* < 0.001. (**F**) Western blot on chromatin (Chrom) and cytoplasmic (Cyto) protein fractions to quantify the amount of MCM2, p-MCM2, and ORC2 in cells synchronized in G1/S with L-mimosine. The mean fold change between DMSO and APH condition measured in three independent experiments is reported on the figure. H3 and tubulin values were used to normalize protein signal in chromatin and cytoplasmic fraction, respectively.

**Figure 6:**
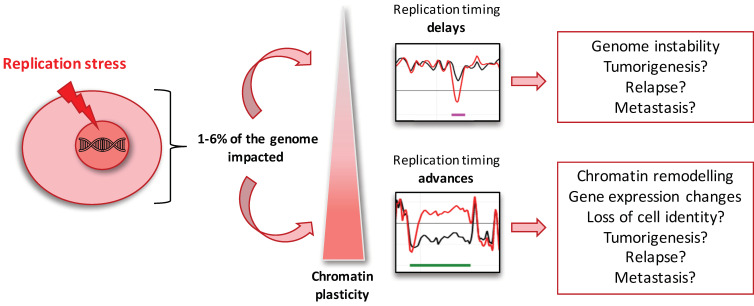
Model for the differential impact of low replication stress on replication timing. Scheme of the proposed response of cells to low replication stress depending on the level of chromatin plasticity. Replication stress would differentially impact the cells depending on their background. Cells with chromatin plasticity would have a higher proportion of RT advances under replication allowing DNA replication program modifications and the regulation of specific genes’ expression, potentially affecting cellular identity. Importantly, this work paves the way for future studies investigating molecular effectors involved in chromatin accessibility and replication timing changes in response to stress. These new targets could have a great potential to prevent cancer cells’ adaptation to replication stress, often leading to therapy resistance.

## Data Availability

DNA replication timing, ATAC-seq and microarray gene expression data are available under accession numbers GSE156618, GSE156552 and GSE156521, respectively.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22094959/s1, Figure S1: Impact of Aphidicolin on cell cycle and S-phase checkpoint, Figure S2: Low replication stress induces cell-type replication timing changes, Figure S3: Validation of ADV aRTIL by BrdU-ChIP-qPCR, Figure S4: Genomic and epigenomic characteristics of aRTIL, Figure S5: ADV aRTIL are related to CFS but not targeted by DNA damage signaling, Figure S6: Experimental set-up and replication timing visualization in RKO daughter cells, Figure S7: ADV aRTIL can be transmitted to daughter cells, Figure S8: Aphidicolin modulates chromatin accessibility in RKO cell, Figure S9: Gene expression (LMNA) and protein level of LaminA/C in cancer and non-cancer cells, Table S1: Cellular and molecular characteristics of the six human cell lines used for the study, Table S2: Treatment and release duration for the six cell lines, Table S3: Name, genomic sequences and location (hg19) of BrdU-ChIP-qPCR probes, Table S4: Reference of public ChIP-seq data used in this study, Table S5: Impacted genes in RKO daughter cells and their link to cancer, R code: Replication timing data hierarchical clustering, Supplemental Materials and Methods: Fluorescence Activated Cell Sorting (FACS) and QiBC EdU-BrdU and BrdU ChIP-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

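ATAC-seq peak lists of 6 RKO samples were processed, 3 treated with 0.2 µM aphidicolin (APH) for 16 h and 3 treated with DMSO. The replication timing, microarray and DNA halo experiments of the paper were not analysed here. The authors deposited, for each sample, the position of each peak and its signal, which is the mean over the peak of a coverage map made of alignments extended to 200 bp and counted in 32-nt bins. Alignment was with BWA mem, peaks were called per sample with MACS 2.1.0, and duplicates and blacklisted peaks were removed before deposit. The signal was not scaled to the size of the library, as a value multiplied by the number of bins under the peak was a whole number in nearly all peaks tested. The depth of the libraries is unknown, so no counting interval can be given, and measures relative to the mean over all peaks of a sample were used beside the values as deposited. Between 64511 and 84510 peaks per sample were read, and the lists have no header and end their lines with a carriage return alone.

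The genome build was settled from the peaks, since it is not given in the sources used here. Gene names, classes and starts came from the RefSeq genes of GRCh38.p14, and no gene coordinates are printed. The strand of 24309 of 38340 genes was taken from a GENCODE annotation by gene identifier or symbol. The reference sequence in the box is of another build and was not used, so GC content was not examined.

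Peaks of all samples overlapping by at least 1 bp were merged into regions. The value of a region in a sample is the mean of its peaks weighted by their length. Values over the 50150 regions with a peak in every sample, the share of peaks in windows of 1 Mb (those with a mean of at least 5 peaks) and the mean peak value in windows of 1 Mb (those with at least 3 peaks in every sample) were compared between conditions with limma on the log2 scale with an intensity trend, a pseudocount of 1 where values or peak numbers could be low, and Benjamini-Hochberg adjustment at 0.05. Single values per sample were compared with a two-sided exact permutation test of the difference of means. Windows of 6 Mb were tiled over chromosomes 1 to 22 and X for the comparison with the ADV windows. The main tests, their samples, the ADV and late windows of chromosome 4 and a list of alternatives were fixed before the data were examined. The comparisons by region strength, with sets of regions of the same level and between chromosome parts were not among them. Neither were the median peak width as a covariate, the 50 matched windows or matched windows with an equal number of peaks. Covered length in the ADV windows, with and without the value, was also added after the data were seen. So was leaving out each replicate for absolute values. The other tests and settings marked as chosen after the data were seen were not among them either. The alternatives covered the peak threshold, the replicates and overlap needed for a region, an equal number of peaks per sample, pseudocounts, centring and quantile normalization, promoter size, gene set, window bounds, filters, a replicate block and each replicate left out in turn.

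Regions and windows were to be named by a rule fixed at the same time: the 5 regions and 3 windows of smallest p in each direction among those past the threshold and separated in all samples. None passed in the main fits, so none is named by it. The rule also named BMP1, DPPA2 and LMNA, which the paper discusses. The genes of the ADV windows are named from their position.

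The limma step was tested on simulated data with the spread of the real samples and 200 changed features. Of 50 shared regions changed by 0.5 (log2), 2.0% were recovered among 50150, with 34.0% of those changed by 1 and 84.0% of those changed by 2. Of 50 windows changed by 0.5, 72.0% were recovered for the peak share among 2540 windows and 92.0% for the peak value among 2594. Calls among unchanged features numbered 3, 5 and 7. The noise was drawn independently for each feature and sample. Differences shared by many regions of a sample, which the real data show, were therefore absent. Recovery and false calls in the real samples can differ from these. The permutation and merging functions were checked on small examples. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used.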

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

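All patterns and tests of this part were chosen after the data were seen. The first pattern is a signal on chromosome 8 that the paper does not report. The 50150 regions with a peak in all 6 samples were corrected in each sample for the trend of the value with region strength, and each chromosome was divided at its widest stretch without peaks, which is not the centromere in every chromosome. On chromosome 8 this stretch runs from 43543021 to 45163035 (GRCh38). The median corrected value of the 2032 regions beyond it was higher in APH than in DMSO by 0.125 (log2), in all 3 APH samples against all 3 DMSO samples (exact permutation test, two-sided, p = 0.1, the smallest this design allows). Of the 43 chromosome sides compared, the next highest changed by 0.0482 and the lowest by -0.0829. The share of peaks beyond the stretch was 4.13% ± 0.0212 in DMSO and 4.50% ± 0.0286 in APH (SD, n = 3, exact permutation test, p = 0.1). On the other side of the stretch the share was 1.46% ± 0.0169 and 1.47% ± 0.0157 (SD, n = 3, exact permutation test, p = 0.7), and the corrected value changed by -0.00367 (exact permutation test, p = 0.8). In bins of 10 Mb, the change lay between 0.0717 and 0.181 in every bin from 50 to 150 Mb, and all APH samples were above all DMSO samples in each bin from 60 to 130 Mb.

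A difference in depth that multiplies all values of a sample alike drops out of this comparison of values between parts of the genome. Whether depth acts in this way after duplicates were removed was not tested. A line through the changes of all 43 sides on gene density left a residual of 0.103 on this side, the highest, with 0.0539 as the next. A trend of any shape would change sides of like gene density alike, but the 6 sides closest to this one in gene density changed by -0.0115 to 0.0250, and this side changed by 0.114 more than their mean, in all 3 APH samples against all 3 DMSO samples (exact permutation test, p = 0.1). This argues against gene density as the cause. GC content was not examined. A candidate explanation is that the cells grown with APH carried on average more copies of this part of the chromosome, which would raise promoters, gene bodies and intergenic regions alike. Relative to the same class elsewhere, gene bodies rose by 0.12 and intergenic regions by 0.13 (log2, exact permutation tests, both p = 0.1). Promoters rose by 0.0707, with overlap between the conditions (exact permutation test, p = 0.3). More copies and a change outside promoters cannot be told apart, since the 262 promoter regions of this side vary too much between samples. The splits of the samples cannot exclude chance, since 3 samples against 3 make 10 splits and the real one is always 1 of the 10, although the difference in peak share of 0.370 percentage points was more than 10 times the SD of either condition. The largest change of any chromosome side was 0.125 in the real split and 0.0978 in the highest of the other splits. An effect of APH on this part of the genome stays open and untested, as does a difference between the cultures that has nothing to do with APH.

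The second pattern lies in a window that the text of the paper does not name. Among 2797 overlapping windows of 6 Mb with a mean of at least 15 peaks, the largest gain in peak share in APH was on chromosome 5 from 22 to 28 Mb (0.52 on the log2 scale), with 18, 25 and 13 peaks in the DMSO samples and 36, 32 and 23 in the APH samples. Whether this window is an ADV aRTIL was not analysed here. The next gains, outside the windows already named, were on chromosome 4 from 31 to 37 Mb (0.47), which overlaps an ADV window, and from 131 to 137 Mb (0.39). The window on chromosome 5 is the highest of many. A change as large in some window was found in 4 of the 10 splits of the samples, the real split included, with 0.52 in the real split and 0.64 in the highest of the others, so that chance may give a gain of this size and cannot be excluded. An effect of APH stays open and untested.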

How the results depend on the processing

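Of the alternatives in this part, those chosen only after the data were seen are the tests on chromosome 8, the fits with the median peak width of each sample as a covariate, the comparisons of the ADV windows with 50 matched windows or with an equal number of peaks per sample, leaving out each replicate for absolute values, and covered length in the ADV windows with and without the value. Over all alternatives, 337 values kept their direction or stayed within their limits, 34 moved and 13 reversed. The 337 include the replicate block for values per sample, which cannot change their difference, so the tally overstates how much was tested. Values per sample were compared by direction only, since 3 samples against 3 cannot give a p below 0.1.

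An equal number of peaks per sample removes the weakest peaks of the longer lists, mostly those of APH, so by construction it lowers the share in APH of regions whose peaks are weak and raises that of promoters, and it takes away regions found in APH only. These reversals therefore do not show that the gains are absent. The difference between APH and DMSO reversed to -0.00465 percentage points for the share of peaks in the ADV windows and -0.00568 in the late windows, to 0.597 for promoters, -0.361 for gene bodies and -0.236 for intergenic regions, and to -0.147 (log2) for gene-poor against gene-rich windows. Regions found in APH only fell to 9130 and those in DMSO only rose to 10068, so that the excess in APH reversed, and 7 windows of 1 Mb were higher and 2 lower in peak share. Among matched windows, the gain in share of the ADV windows moved to the percentiles 5 (29 to 36 Mb) and 87.5 (60 to 66 Mb), and the change in value to 97 and 93.5. With 400 matched windows the percentile of the value from 29 to 36 Mb was 71.25. With 50 it was 52, and 88 from 60 to 66 Mb. The length covered by peaks in the ADV windows differed by 5.24 kb and reversed to -0.268 kb, while value times covered length stayed higher in APH, by 17.9 in place of 144 (value × kb). The absolute mean value in the ADV windows changed by -1.79, the reverse of the value relative to all peaks, because the mean over all peaks fell in APH.

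Needing more replicates leaves fewer regions by construction. A peak in at least 2 of 3 replicates of DMSO but not of APH was found in 4086 regions, and the reverse in 12266. For all 3 replicates these numbers were 3622 and 8723, with 50150 in both. Such regions can have peaks in fewer replicates of the other condition. Leaving out each replicate in turn gave 4092 to 10923 regions in DMSO only, 69129 to 74923 in both and 12548 to 26466 in APH only. The number in DMSO only was 4092 without DMSO replicate 2 and 10923 without APH replicate 2, and the number in APH only was 12548 without APH replicate 2. These are the samples with the most peaks of their condition.

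With limma, no shared region and no window passed an adjusted p of 0.05 in any of the 3 comparisons. At an unadjusted p below 0.05 there were 6297 shared regions, 272 windows in share and 340 in value. Leaving out each replicate gave 0 to 3 shared regions lower in APH (3 without DMSO replicate 2), 0 to 3 windows higher in share (3 without DMSO replicate 1) and 0 to 1 windows lower in value (1 without APH replicate 1), and 0 in the other directions. Centring each sample on its median gave 1 lower region. Windows with at least 20 peaks on average gave 4 higher in share. Windows with at least 10 peaks in every sample gave 1 higher and 2 lower in value, and regions with a peak in all samples gave 1 lower window. With median peak width as a covariate, 49 shared regions were higher and 5330 lower, and no window passed. The cause was not tested.

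Samples carry replicate numbers 1 to 3 in both conditions, and the paper speaks of 3 independent experiments without tying the numbers to them. The deviations of samples of the same number from the mean of their condition correlated by -0.00665, 0.477 and 0.515 for replicates 1, 2 and 3. The values of replicates 2 and 3 favour pairing, and that of replicate 1 does not. The numbers were not taken to pair the samples, and whether they do stays open. With a replicate block, 1021 shared regions were higher and 5583 lower, 66 windows were higher and 67 lower in share, and 2 were higher and 4 lower in value. The block leaves each difference per sample unchanged, and its exact test cannot give a p below 0.25.

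Leaving out each replicate reversed the direction of 3 absolute mean values. In the ADV windows, the mean differed by -3.45 to 0.498 and that of intergenic peaks by -3.10 to 1.21, both higher in APH without DMSO replicate 2 only. The mean over regions with a peak in all 6 samples differed there by -1.86 to 5.89, and was lower in APH without DMSO replicate 1 (-0.680), DMSO replicate 3 (-1.86) or APH replicate 2 (-1.58). The direction was kept for the median in the ADV windows (-3.31 to -0.112), the mean in the whole stretches (-4.67 to -2.39), late windows (-5.14 to -1.54), genic peaks of the ADV windows (-4.30 to -1.17), promoters (-30.98 to -24.04), gene bodies (-7.97 to -4.55) and intergenic peaks (-6.95 to -3.29), and for the differences that follow. In the ADV windows they were 3.35 to 6.68 kb for the covered length and 61.1 to 228 (value × kb) for value times covered length. The ranges were 5774 to 12968.5 for the number of peaks and -12.97 to -9.51 for the mean value. In percentage points of peak share they were 0.0121 to 0.0195 in the ADV windows, 0.00328 to 0.00855 in the late windows, -2.20 to -0.969 for promoters, 0.337 to 1.18 for gene bodies and 0.608 to 1.05 for intergenic regions. On the log2 scale, the relative value ranged from 0.0507 to 0.202 in the ADV windows, 0.0163 to 0.152 in the late windows, -0.0802 to -0.0504 for promoters, 0.0485 to 0.0821 for gene bodies, 0.0479 to 0.104 for intergenic regions, 0.0218 to 0.140 for genic and 0.0636 to 0.238 for intergenic peaks of the ADV windows. Gene-poor against gene-rich windows ranged from 0.0930 to 0.119 in value and 0.0252 to 0.263 in share. The change on chromosome 8 ranged from 0.109 to 0.145, and was 0.13 without correction for region strength. The depth of the libraries is unknown, which limits the comparison of absolute values and of weak peaks between samples.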

Differences from the paper's values

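With the settings fixed before the data were examined, none of the 3 region counts differed from the paper's by more than 1.5 times. The paper's numbers are about 7700 regions in DMSO only, about 60000 in both and about 14000 in APH only in Fig. 5A, read by eye, beside 7228, 76511 and 19045 here. Among the alternatives, the number in DMSO only lay beyond this factor when a peak was needed in at least 2 of 3 replicates (4086) or all 3 replicates (3622) of one condition and not of the other, and without DMSO replicate 2 (4092). The number in APH only lay beyond it with a peak needed in all 3 replicates (8723), an equal number of peaks per sample (9130), and without DMSO replicate 1 (21303), 2 (26466) or 3 (21475).

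The paper gives a higher peak value in ADV aRTIL under aphidicolin, from a measure that takes value and coverage together and whose formula was not found in its text. In the 2 windows of chromosome 4 used here, which cover 2 ADV aRTIL and not the paper's list, the mean peak value was 33.0 in DMSO and 31.3 in APH, lower in APH and within the spread between replicates (exact permutation test, p = 0.6). Without DMSO replicate 2 the mean in DMSO was 30.8, which gives the paper's direction. Yet the APH sample was lower at each replicate number, with 31.8, 37.6 and 29.7 in DMSO and 31.7, 33.1 and 29.0 in APH. Whether the numbers pair the samples is not known. The value was also lower in APH with the whole stretches underlined in Figure 1D (41.0 and 37.3) and as a median (28.0 and 26.2). It was higher with regions that have a peak in all 6 samples (39.7 and 40.8, exact permutation test, p = 0.9). There it was lower without DMSO replicate 1, DMSO replicate 3 or APH replicate 2 (by differences of -0.680, -1.86 and -1.58). Relative to all peaks of the sample, whose mean fell in APH, the value was higher by 0.13 (log2, exact permutation test, p = 0.2), and by 0.07 (p = 0.4), 0.05 (p = 0.8) and 0.17 (p = 0.2) in these 3 settings. Relative to the rest of chromosome 4 it was higher by 0.11 (exact permutation test, p = 0.5). The share of peaks in the windows was also higher in APH, 0.0785% against 0.0618% (exact permutation test, p = 0.1). The peaks also covered more of the windows in APH, 18.4 kb against 13.2 kb (exact permutation test, p = 0.2), and value times covered length was higher in APH, 621 against 477 (value × kb, exact permutation test, p = 0.3), so the direction depends on whether coverage is taken in. The paper's figure gives a matched-pairs test of values within regions, and the tests here took samples as replicates.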

Other observations

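The tests on region strength, background, sets of regions of like strength, windows of like peak density, splits of the samples and chromosome 21 were chosen only after the results were seen, as was the use of the planned comparison with 200 windows to test an explanation.

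More peaks were called in APH although strong regions had lower values. The ratio of the strongest to the weakest of 10 groups of shared regions changed by -2.13 without overlap between the conditions (exact permutation test, p = 0.1). A depth difference acting as 1 factor on all values would leave this ratio unchanged. Duplicates were removed before deposit, so whether depth acts as 1 factor is unknown, and depth stays open as a cause. More reads spread evenly over the genome in APH might lower the contrast of strong to weak regions. They would also raise the lowest values that pass the peak caller. The 1st percentile of peak values was 18.9 ± 0.323 in DMSO and 18.9 ± 0.286 in APH (SD, n = 3), a difference of -0.0901 (exact permutation test, p = 0.7). As the background of the libraries is not given by the peak lists, this stays open, as does an effect of APH on the contrast between open and closed chromatin.

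The fall in peak value was larger where genes are denser. In 5 classes of 1 Mb windows ranked by protein-coding genes, the mean peak value changed by -7.35% in the poorest class and by -13.8% in the richest, and the peak number was 1.20 and 1.08 times that in DMSO. The log2 ratio of the poorest to the richest class was higher in APH by 0.10 for the value, without overlap between the conditions (exact permutation test, p = 0.1), and by 0.14 for the share (exact permutation test, p = 0.5). Gene-rich windows also hold stronger peaks, with a mean value in DMSO of 100 in the richest class and 44.9 in the poorest. Strong regions fell more than weak ones genome-wide. The values by gene density were not corrected for region strength, so a separate role of gene density stays open.

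The gain of peak share in the ADV windows of chromosome 4 may be a general gain of weak peaks in regions with few peaks, in which case other windows of like peak number would gain as much. Of the 200 matched windows, none gained as much as the first ADV window and 1 as much as the second, but most of them hold more peaks. Within 1.5 times the peak density of the first ADV window lay 12 windows, with a median gain of 0.08 (log2) and none as large, and within that of the second 28 windows, with a median gain of 0.10 and 1 as large. As so few windows are alike in peak density, and these gained too, a part of the gain from this source stays open. The windows compared were tiled at fixed positions. At other positions, overlapping windows gained more than both ADV windows, such as 0.52 on chromosome 5 from 22 to 28 Mb. A rise of signal over the whole windows, such as from more DNA copies, would raise the regions with a peak in all samples more than regions of like strength. Their median change stood at percentile 50.61 of the sets of like strength, whose 5th and 95th percentiles were -0.0310 and 0.148 (log2). With 26 regions, a rise within this range cannot be told apart from none. An effect of APH on these windows stays open.

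The samples also differ in a way that the conditions do not explain. At an unadjusted p below 0.05, limma gave 6297 shared regions between the conditions, and 16699 when DMSO replicate 2 with APH replicates 1 and 2 was set against the other 3 samples. The same split gave 436 windows in peak share beside 272 in the real split, and 532 in peak value beside 340. In each comparison 2 of the 10 splits, the real one included, gave as many, and chance cannot be excluded. At an adjusted p of 0.05 this other split gave 7114 shared regions and 16 windows in share. The 3 samples have the 3 highest peak numbers and the 3 smallest median widths, 338, 339 and 335 bp beside 367, 359 and 348 bp. No batch is given by the labels.

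On chromosome 21, all APH samples were below all DMSO samples in the corrected value of each bin of 10 Mb up to 40 Mb, by -0.34 (log2) over 26 regions below 10 Mb and -0.33 over 22 regions from 10 to 20 Mb. Among the 2797 windows of 6 Mb with a mean of at least 15 peaks, the largest loss of peak share was from 17 to 23 Mb of this chromosome (-0.57). No explanation was tested.

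LMNA, whose product the paper reports as absent from RKO cells, had a peak within 1 kb of its most upstream annotated start on chromosome 1 in all 6 samples, between 156082304 and 156083537 (GRCh38). Its highest value was 114.7 ± 10.3 in DMSO and 101.05 ± 6.93 in APH (SD, n = 3, exact permutation test, p = 0.2), above that of 26.6% to 35.7% of the protein-coding genes with a peak at their start. The gene held 10.3 ± 1.53 peaks in DMSO and 9.67 ± 1.15 in APH (SD, n = 3, exact permutation test, p = 0.7). Other start sites of the gene were not examined. BMP1, the paper's early control locus, had a peak at its start on chromosome 8 in all 6 samples, between 22165140 and 22165668, with 99.5 ± 17.7 in DMSO and 84.7 ± 14.1 in APH (SD, n = 3, exact permutation test, p = 0.4). DPPA2, the late control locus, had no peak at its start or within the gene in any sample.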
